A study of Mus musculus with 9 samples.

How the data were processed

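The measurements are RNA sequencing read counts from submandibular salivary glands of wild-type mice that had received 10 Gy of radiation. The labels place 9 samples in 3 groups of 3, collected 30, 60 or 90 days after irradiation. Per the labels' protocols, total RNA came from 4 sections of each gland, each 50 µm thick, was treated with DNase I, and went into a SMARTER mRNA-seq library preparation. The labels' protocols also mention non-irradiated glands, which were not analysed here. Every comparison is therefore between irradiated time points, and time since irradiation cannot be separated from the age of the mice. The labels give no age, sex, hour of harvest or library batch.

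The authors deposited raw read counts, with whole numbers for 54532 Ensembl gene identifiers and a column per library. The aligner, counting program, genome build, annotation, use of strand and any filter are not stated in the labels or the table, so reads shared between near-identical genes, or between genes overlapping on opposite strands, were assigned in a way that is unknown here. The columns were matched to samples by the day and the sample number in their names. A further 3 columns match no sample listed here and were not used. Gene symbols were found for 54409 identifiers. GENCODE mouse release 21 (GRCm38) holds 54495 of the identifiers and supplied the positions, which were looked up by gene identifier and are not taken from the deposited counts.

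Samples were grouped by the time point in their titles. At least 1 count was present in the 9 libraries together for 27001 genes. Genes with low counts were removed with filterByExpr in edgeR 4.0.16 (minimum count 10), which left 15224 genes. Libraries were scaled with TMM (trimmed mean of M-values) factors. All 9 libraries were fitted together with a term for the time point, so that the groups share an estimate of the spread (common biological coefficient of variation 0.150). Differences were tested with edgeR's quasi-likelihood test with robust dispersion and Benjamini-Hochberg adjustment over all 15224 genes. This test gave every adjusted p-value for a gene below, with 0.05 as the threshold. The contrasts were 60 against 30 days, 90 against 60 days, 90 against 30 days, 60 days against the mean of 30 and 90 days, and any difference among the 3 time points. Fold changes are on the log2 scale with standard errors from the same fit. Expression values are CPM, the counts of a gene relative to the library total, after TMM scaling, given as mean ± SD over 3 libraries. Software was R 4.3.3, limma 3.58.1, DESeq2 1.42.0 and matplotlib 3.10.9.

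Separation of the time points was measured as the share of squared distance between libraries that lies between groups, on log2 CPM with a prior count of 2, and was tested by exact permutation over all 280 ways to part the 9 samples into 3 groups of 3. Gene sets were tested with limma's camera at a fixed inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 33 pairs of a set and a contrast. Of 12 sets that were listed, 11 had at least 3 genes left after the filter. The grouping, the tests, the gene sets, the processing alternatives and the rule for naming genes were fixed before the data were examined. That rule names, in each pairwise contrast, up to 5 genes with the largest rise and up to 5 with the largest fall among those with an adjusted p-value under 0.05, an average of at least 1 CPM, and no overlap between the 3 values of each time point. By chance, 3 values against 3 do not overlap in 10% of orderings. The rule also names up to 2 genes per set from the test of any difference, and always Aqp5, Bhlha15, Chrm1, Chrm3, Itpr3, Atp2a2 and Cdkn1a.

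The alternatives were DESeq2-type size factors, library-size scaling alone, DESeq2, limma-voom, no filter on low counts, at least 10 counts in every sample, an absolute log2 fold change of at least 1, the 6 samples of a contrast alone, leaving out each sample in turn, and the sample number as a block. For the separation of time points and the gene sets they also included a prior count of 0.5, the 500 most variable genes, an inter-gene correlation estimated per set, and the rotation test fry. The pairing behind the block comes from the sample numbers in the titles, and the labels do not say that equal numbers are matched animals. A correction for GC content and transcript length, the same correction with the block, and drawing all libraries down to the smallest total were added after seeing the data.

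The tests were tested on simulated data drawn for the same 15224 genes with 200 genes changed, all taken from genes with a mean above 1 CPM. The edgeR test recovered 86% of the changed genes, 97% of those changed by 2 on the log2 scale and 75% of those changed by 1. Of its calls, 5.49% were genes that had not been changed. Total counts per library ran from 16541396 to 26065856. A floor of 3 counts corresponds to between 0.115 and 0.181 CPM. Amplified reads without molecular identifiers are not independent molecules, so this floor covers counting error only. No libraries were duplicates, since the counts of libraries within a group differed by a chi-square of 11.3 to 39.1 per degree of freedom.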

Results

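Bulk RNA sequencing followed the submandibular salivary gland of the mouse from 30 to 90 days after 10 Gy of radiation. The design text of the study concerns the degeneration that ends in a lasting loss of gland function, and its title names muscarinic signalling, calcium and ATP metabolism. The data comprise 9 libraries, 3 at each time point. Depth differed between time points. The 30-day libraries held 17125557, 17179500 and 16541396 counts. The 60-day libraries held 24880803, 24815419 and 21722141 counts, and the 90-day libraries 26065856, 24560562 and 20410818. A single secretory gene, Mucl2, took between 31.4% and 42.8% of all counts, and the 10 most abundant genes took 50.9% to 66.3%. Mitochondrial transcripts made up 1.54% to 2.37%.

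The share of squared distance between libraries that lay between time points was 0.358. This was the largest of all 280 ways to part the 9 samples (exact permutation test, one-sided p = 0.00357, the smallest that 280 partitions allow). Any parting gives some share without an effect of time, so the 0.358 is not all due to time. With library-size scaling the share was 0.365 and the p-value 0.0286, the highest over the alternatives. The mean distance between libraries, as a root mean square log2 difference over genes, was 0.566 within the 30-day group, 0.540 within the 60-day group and 0.480 within the 90-day group. Between groups it was 0.596 for 30 against 60 days, 0.603 for 30 against 90 days and 0.554 for 60 against 90 days, so the differences between groups were modest beside those within them, and the distance of 60 from 90 days was under the mean within the 30-day group. The test is of all time points together, and single pairs of time points were not tested this way.

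**Figure D1:**
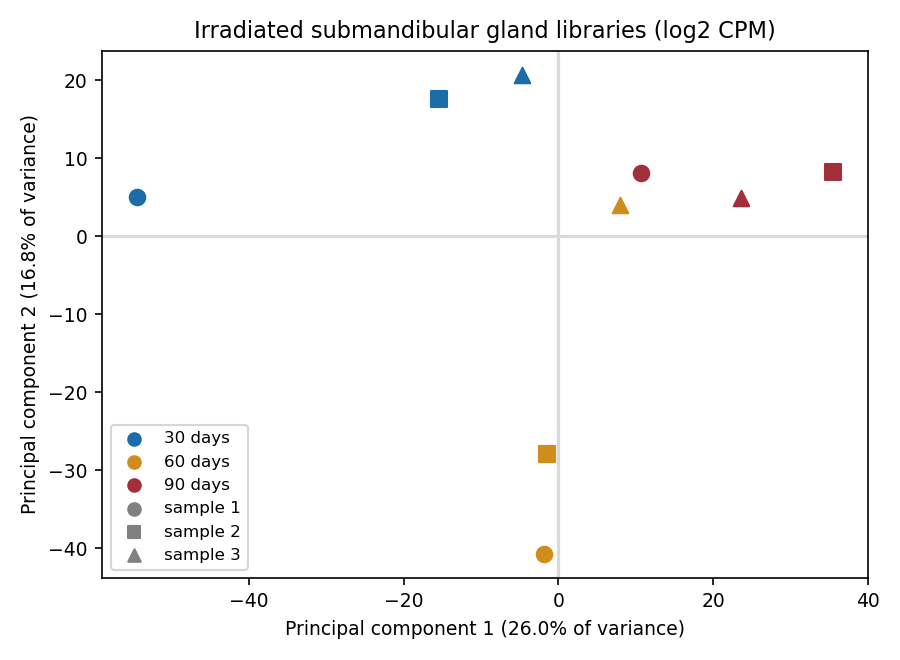
Principal components of log2 CPM for the 9 libraries, with component 1 (26% of variance) on the horizontal axis and component 2 (16.8%) on the vertical axis; colours mark days after irradiation and shapes the sample number. The 30-day libraries lie on the left, with sample 1 farthest out at -54.4, and the 90-day libraries lie on the right, from 10.7 to 35.5 on component 1.

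Between 30 and 60 days, 238 of 15224 genes changed with an adjusted p-value under 0.05, of which 173 were higher and 65 lower at 60 days. The count at an unadjusted p under 0.05 was 1883, where chance alone gives 761. The count fell to 73 when 60-day sample 2 was left out. With library-size scaling alone it was 90, of which 79 were higher and 11 lower. The genes with the largest rises were Ren1 with a log2 fold change of 3.38 ± 0.45 (SE; adjusted p = 0.0163), Ccn1 with 2.65 ± 0.17 (adjusted p = 3.35e-08), Scgb2b24 with 2.31 ± 0.54 (adjusted p = 0.0340), Dusp1 with 2.21 ± 0.30 (adjusted p = 0.00394) and Egf with 2.14 ± 0.26 (adjusted p = 0.00129). The largest falls were in Prr33 (-2.69 ± 0.54, adjusted p = 0.0132), Folh1 (-2.05 ± 0.38, adjusted p = 0.00992), 2900052L18Rik (-1.75 ± 0.22, adjusted p = 0.000365), Dusp6 (-1.51 ± 0.12, adjusted p = 6.75e-07) and Peg3 (-1.24 ± 0.28, adjusted p = 0.0295). Ccn1, Dusp1, Egf, 2900052L18Rik and Dusp6 kept an adjusted p under 0.05 under all 14 alternatives run for single genes. The calls for Scgb2b24 and Peg3 were lost under 7 and 8 of these alternatives, and Scgb2b24 belongs to a family of similar genes whose reads are hard to tell apart. Ren1, Folh1 and Prr33 lost the call under 3, 2 and 1 of them. For Ren1 these included the sample number as a block (adjusted p = 0.0827).

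The rise at 60 days included the secreted products of the granular convoluted ducts, the part of the rodent submandibular gland that stores Egf and kallikreins. Epidermal growth factor, Egf (ENSMUSG00000028017, chromosome 3, 129677565 to 129755316, minus strand in GRCm38), measured 1325 ± 460 CPM at 30 days, 5826 ± 941 CPM at 60 days and 5639 ± 1426 CPM at 90 days (SD, n = 3 each). Renin, Ren1 (ENSMUSG00000070645, chromosome 1, 133350510 to 133360325, plus strand), went from 3.30 ± 1.46 to 34.9 ± 12.5 CPM and stood at 17.5 ± 5.76 CPM at 90 days (SD, n = 3 each). All 13 Klk1b kallikrein genes that passed the filter were higher at 60 than at 30 days under TMM, DESeq2-type and library-size scaling, with a median log2 fold change of 1.75 under TMM. Of these, 10 had an adjusted p under 0.05 with TMM and 5 with library-size scaling. The Klk1b genes are close paralogs on chromosome 7, so the values of single members are uncertain. Between 60 and 90 days 0 of the Klk1b genes had an adjusted or an unadjusted p under 0.05, and the median log2 fold change was 0.08. Klk1b26 was 1.71 ± 0.25 (SE) higher at 90 than at 30 days on the log2 scale (adjusted p = 0.00100). Amy1 was higher at 60 than at 30 days by 1.08 ± 0.15 (SE; adjusted p = 0.000954), and it too has near-identical relatives.

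**Figure D2:**
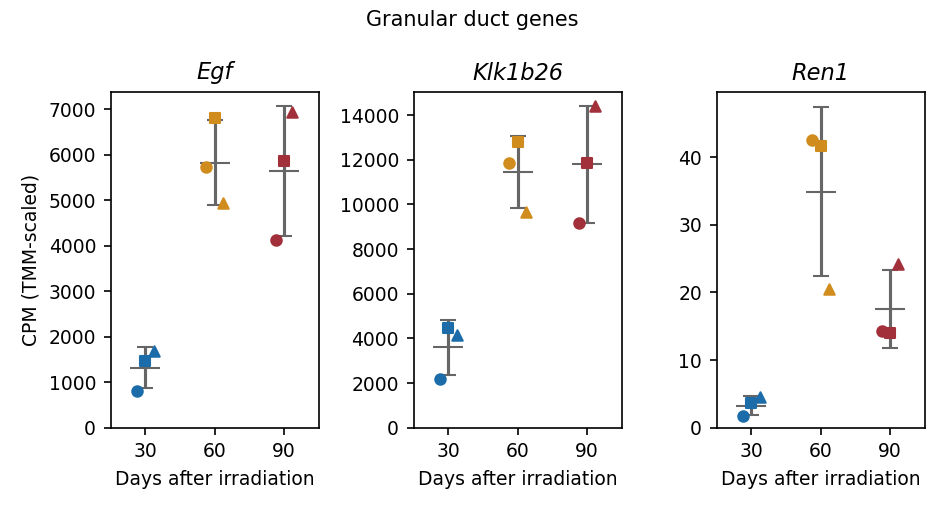
TMM-scaled CPM of Egf, Klk1b26 and Ren1 in each library (points, with the shape giving the sample number), with the mean and SD of 3 libraries at 30, 60 and 90 days after irradiation. In all 3 genes every 30-day library lies under every 60-day and 90-day library, and 30-day sample 1 is the lowest, with 811 CPM for Egf; by chance 3 values and 3 values do not overlap in 10% of orderings.

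Between 60 and 90 days, 39 genes changed, 14 higher and 25 lower at 90 days, with 1637 at an unadjusted p under 0.05. With library-size scaling alone the count was 28, of which 19 were higher and 9 lower, so the balance of higher and lower genes depended on the scaling. The largest rises were in Sox18 (1.62 ± 0.24, SE; adjusted p = 0.00342), Tgtp2 (1.55 ± 0.32, adjusted p = 0.0488), Dusp6 (1.27 ± 0.12, adjusted p = 1.00e-05), Mup5 (1.16 ± 0.17, adjusted p = 0.00313) and Iigp1 (1.10 ± 0.22, adjusted p = 0.0359). The largest falls were in Dusp1 (-1.96 ± 0.28, adjusted p = 0.0181), Ccn1 (-1.73 ± 0.15, adjusted p = 8.51e-06), Dusp5 (-1.54 ± 0.16, adjusted p = 0.000133), Dtna (-1.39 ± 0.17, adjusted p = 0.00150) and Tcim (-1.28 ± 0.14, adjusted p = 0.000143). Tgtp2 and Iigp1, both members of interferon-induced GTPase families with close relatives, lost the call under 8 and 7 of 14 alternatives, and Dusp1 lost it under 3, library-size scaling among them (adjusted p = 0.167). The acinar transcription factor gene Bhlha15 fell by 0.78 (SE 0.12) on the log2 scale (adjusted p = 0.00581), from 511 ± 50.7 to 298 ± 42.3 CPM (SD, n = 3 each). The call for this fall was lost under 3 alternatives, library-size scaling among them, where Bhlha15 fell by 0.60 (adjusted p = 0.130). At 30 days Bhlha15 measured 365 ± 23.9 CPM (SD, n = 3), and its rise of 0.48 to 60 days did not pass the threshold (adjusted p = 0.0572). Its 60-day value was 0.63 ± 0.10 (SE) above the mean of 30 and 90 days (adjusted p = 0.00644). The fall therefore started from a raised 60-day value and is not a steady loss from 30 days.

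Over the whole interval, 544 genes differed between 90 and 30 days, 275 higher and 269 lower at 90 days, and 2560 had an unadjusted p under 0.05. Library-size scaling alone gave 440 genes, but 406 of these were higher and 34 lower. Under that scaling the median log2 fold change of all genes moved to 0.24 for 90 against 30 days and to 0.17 for 90 against 60 days, where TMM places it at 0.01 and 0.00. Among the 544 genes, 150 also differed between 60 and 30 days, all 150 in the same direction, and 528 had the same sign of change at 60 days. Both contrasts are against the same 30-day libraries, which by itself favours a shared sign. The share to be found without a real change was not worked out. The largest rises were in Mup5 (3.16 ± 0.18, SE; adjusted p = 1.87e-08), Crisp1 (2.91 ± 0.48, adjusted p = 0.0197), Chia1 (2.79 ± 0.61, adjusted p = 0.0148), Ren1 (2.37 ± 0.45, adjusted p = 0.0358) and Kcns3 (2.25 ± 0.28, adjusted p = 0.000225). The largest falls were in Cyp26b1 (-2.01 ± 0.30, adjusted p = 0.000888), Kif5c (-1.85 ± 0.25, adjusted p = 0.00253), Aqp2 (-1.83 ± 0.40, adjusted p = 0.0145), Kcne1 (-1.75 ± 0.34, adjusted p = 0.00684) and Xrra1 (-1.73 ± 0.46, adjusted p = 0.0434). Mup5, a member of the large family of major urinary protein genes and so of uncertain count, rose at each step, from a mean of 245 to 980 and 2194 CPM (n = 3 each). The calls for Ren1 and Xrra1 were lost under 6 and 7 of 14 alternatives.

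Genes that did not follow a straight line in time were sought with the contrast of 60 days against the mean of 30 and 90 days, which gave 39 genes, 31 higher and 8 lower at 60 days. With library-size scaling the count was 20, of which 12 were higher and 8 lower. In 38 of the 39 genes the change from 30 to 60 days and the change from 60 to 90 days had opposite signs. Choosing genes by this contrast favours opposite signs, and both steps share the 60-day libraries, so this count is not separate evidence. Ccn1 (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981, minus strand) measured 3.47 ± 0.037 CPM at 30 days, 21.8 ± 2.94 CPM at 60 days and 6.56 ± 0.664 CPM at 90 days (SD, n = 3 each). At 60 days it was 2.19 ± 0.13 (SE) above the mean of the other time points on the log2 scale (adjusted p = 8.40e-09). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489, plus strand) went from 104 ± 8.35 to 36.6 ± 2.03 and back to 88.4 ± 13.3 CPM (SD, n = 3 each), a deviation of -1.39 ± 0.11 (SE; adjusted p = 4.78e-07). Dusp1 and Dusp5 deviated upwards by 2.08 ± 0.23 and 1.30 ± 0.14 (SE; adjusted p = 0.00336 and 6.94e-05).

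**Figure D3:**
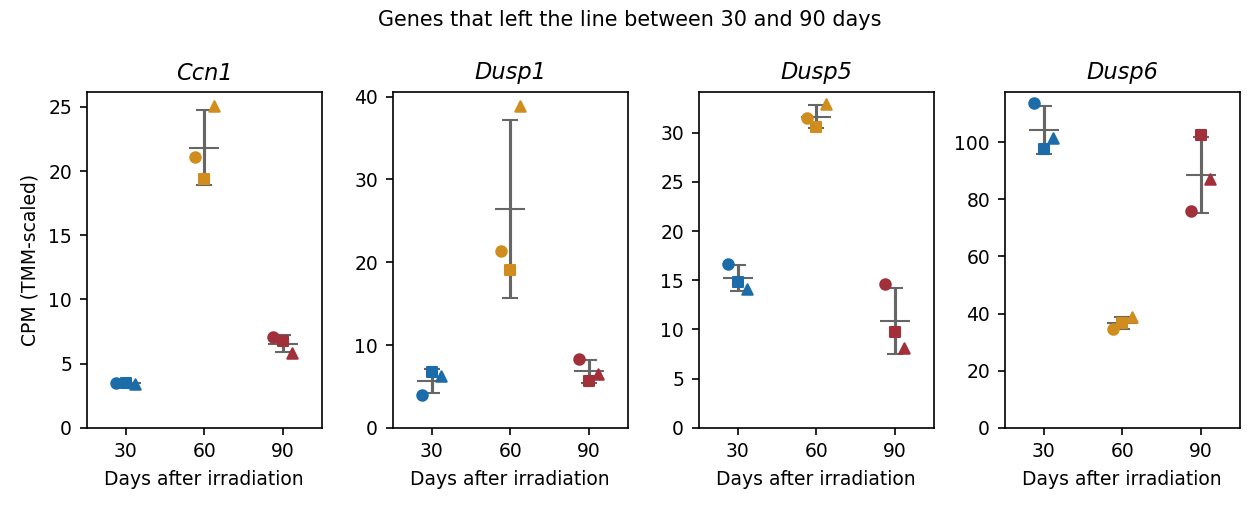
TMM-scaled CPM of Ccn1, Dusp1, Dusp5 and Dusp6 in each library (points, with the shape giving the sample number), with the mean and SD of 3 libraries at each time point. The 60-day libraries lie above all others for Ccn1, Dusp1 and Dusp5, and below all others for Dusp6, at 34.7 to 38.7 CPM.

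The muscarinic receptor genes, the subject of the study's title, were examined together with genes of fluid secretion. Chrm3 (ENSMUSG00000046159, chromosome 13, 9875486 to 10360847, minus strand) declined from 33.1 ± 3.34 CPM at 30 days to 27.6 ± 2.59 at 60 days and 22.9 ± 1.80 at 90 days (SD, n = 3 each). The log2 fold change from 30 to 90 days was -0.53 ± 0.12 (SE; adjusted p = 0.0148). The water channel gene Aqp5 (ENSMUSG00000044217, chromosome 15, 99590782 to 99594829, plus strand) declined from 479 ± 38.4 to 323 ± 18.8 CPM (SD, n = 3 each), by -0.57 ± 0.12 on the log2 scale (SE; adjusted p = 0.0113). The chloride channel gene Ano1 changed by -0.47 ± 0.11 (SE; adjusted p = 0.0245). With library-size scaling these 3 falls were -0.29, -0.34 and -0.25, and their adjusted p-values were 0.336, 0.208 and 0.369. The calls were also lost when single samples were left out, in 3, 2 and 4 of 9 cases. Chrm1, at 6.03 ± 0.168, 5.52 ± 0.034 and 6.46 ± 0.806 CPM at the successive time points (SD, n = 3 each), showed no change that passed the threshold, with a log2 fold change of 0.23 ± 0.18 (SE) from 60 to 90 days (adjusted p = 0.698) and an adjusted p of 0.749 for any difference. The changes of Itpr3 (-0.34 ± 0.12, SE; adjusted p = 0.117) and Atp2a2 (-0.20 ± 0.10, adjusted p = 0.333) from 30 to 90 days did not pass the threshold.

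**Figure D4:**
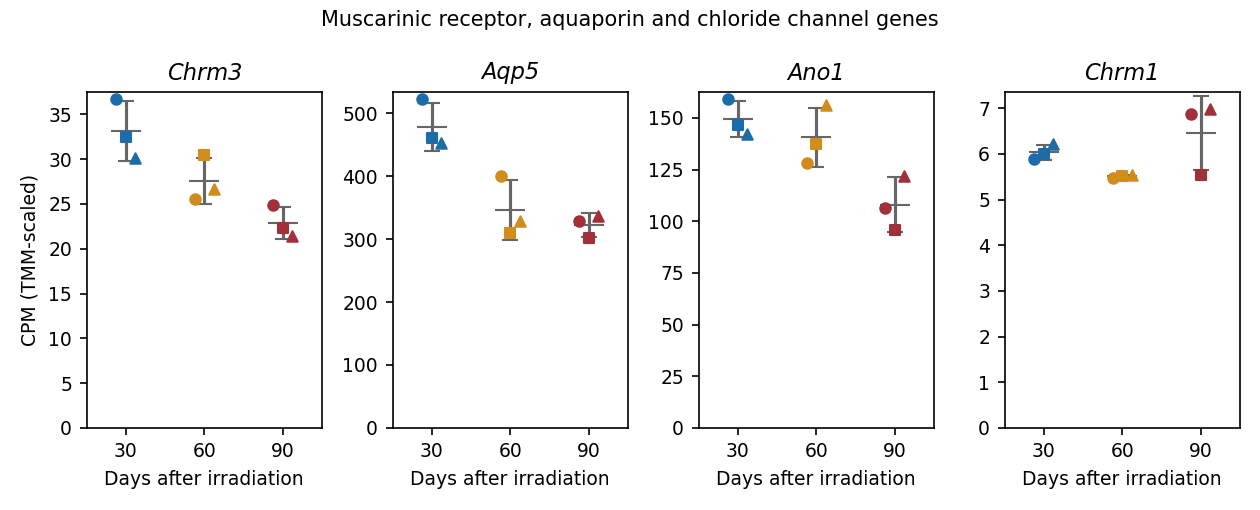
TMM-scaled CPM of Chrm3, Aqp5, Ano1 and Chrm1 in each library (points, with the shape giving the sample number), with the mean and SD of 3 libraries at each time point. For Chrm3, Aqp5 and Ano1 every 90-day library lies under every 30-day library under TMM scaling, while the Chrm1 values of 30 and 90 days overlap.

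Several genes from lists of radiation response, metabolism and tissue composition also changed. The p53 target genes Ccng1 and Eda2r were lower at 90 than at 30 days, by -0.61 ± 0.10 (SE; adjusted p = 0.00200) and -0.66 ± 0.14 (SE; adjusted p = 0.0123). With library-size scaling both calls were lost (adjusted p = 0.164 and 0.217). Cdkn1a was lower at 60 than at 30 days by -1.04 ± 0.23 (SE; adjusted p = 0.0412), a call lost under 8 of 14 alternatives. Tgfb2 was higher at 90 than at 30 days by 0.70 ± 0.12 (SE; adjusted p = 0.00238), and Ldhb was lower by -0.46 ± 0.10 (SE; adjusted p = 0.0138, or 0.415 with library-size scaling). The T cell gene Cd3e, at 0.920 ± 0.332 CPM at 90 days (SD, n = 3), had a log2 fold change of 2.24 ± 0.63 (SE; adjusted p = 0.0550) from 30 to 90 days. This did not pass the threshold, while the test of any difference gave an adjusted p of 0.0432 and library-size scaling 0.0441. Over the alternatives other than DESeq2 the adjusted p ranged from 0.0410 to 0.216. DESeq2, with a log2 fold change of 2.27, is left out because its recorded adjusted p can stand for a missing value. The mitochondrial gene mt-Nd6, the only one in its set on the light strand and so sensitive to how strand was counted, was lower at 60 than at 30 days by -0.64 ± 0.15 (SE; adjusted p = 0.0422). Its call was lost under 9 of 14 alternatives. Of the 290 genes in the lists that could be tested for any difference among time points, 22 passed when adjusted over all genes and 38 when adjusted over the lists alone.

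Gene set tests with camera gave 14 of 33 pairs of a set and a contrast with an adjusted p under 0.05. With the correlation between genes estimated from the data 0 pairs passed, and 3 had an unadjusted p under 0.05. With the rotation test fry 0 passed, and 7 had an unadjusted p under 0.05. Among the 36 ways to part the samples into groups that each hold sample numbers 1, 2 and 3, the actual grouping included, 21 gave as many pairs, so the number of sets was not larger than regrouping gives. With that limit, the immune set was higher at 90 than at 60 days in 22 of 23 genes, with a median log2 fold change of 0.52 (camera, Benjamini-Hochberg adjusted p = 4.43e-06). The set of duct, basal and myoepithelial genes was higher at 90 than at 30 days in 20 of 23 genes (median 0.37, camera adjusted p = 1.59e-05). The p53 and senescence set was higher in only 3 of 20 genes at 90 days and had a median of -0.30 (camera adjusted p = 0.000105). The cell cycle set was higher at 60 than at 30 days in 24 of 25 genes (median 0.61, camera adjusted p = 0.00229), but its call was lost without 30-day sample 1, where the median was 0.13, and without 60-day sample 3. Nuclear genes of oxidative phosphorylation were lower at 90 than at 60 days in all but 11 of 80 genes (median -0.12, camera adjusted p = 0.000140), though the median was 0.06 with library-size scaling, where the median of all genes was 0.17 and the set kept its call (camera adjusted p = 0.0197), and the call was lost without 60-day sample 1, where the median was 0.00, and without 90-day sample 1. The same nuclear set was higher at 60 than at 30 days in 61 of 80 genes (camera adjusted p = 0.0717). At 90 against 30 days its median was -0.03 (camera adjusted p = 0.126). The set of mitochondrial genes was lower at 60 than at 30 days (median -0.27, camera adjusted p = 0.00214). It was also lower at 90 than at 30 days (camera adjusted p = 0.0174), a call lost under 5 of 16 alternatives. From 60 to 90 days it was higher in 11 of 12 genes (camera adjusted p = 0.416). The muscarinic and calcium set had a median of -0.11 at 90 against 30 days (camera adjusted p = 0.0139), with 11 of 30 genes higher. Library-size scaling turned that median to 0.11 (camera adjusted p = 0.0692). Glycolysis genes did not pass in any contrast.

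The core clock genes, looked at after the results above were seen, also differed between time points. The 8 genes listed for the day phase were all lower at 90 than at 30 days, under TMM and under library-size scaling, and 4 of them had an adjusted p under 0.05. Dbp went from 183 ± 27.6 CPM at 30 days to 88.3 ± 5.96 CPM at 90 days (SD, n = 3 each), a log2 fold change of -1.05 ± 0.13 (SE; adjusted p = 0.000227). Per2, Per3 and Tef changed by -1.14 ± 0.20, -1.09 ± 0.16 and -0.75 ± 0.11 (SE; adjusted p = 0.00884, 0.00201 and 0.000770). Of the 5 genes listed for the opposite phase, 4 were higher at 90 days, and Arntl had a log2 fold change of 1.29 ± 0.37 (SE; adjusted p = 0.0593).

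**Figure D5:**
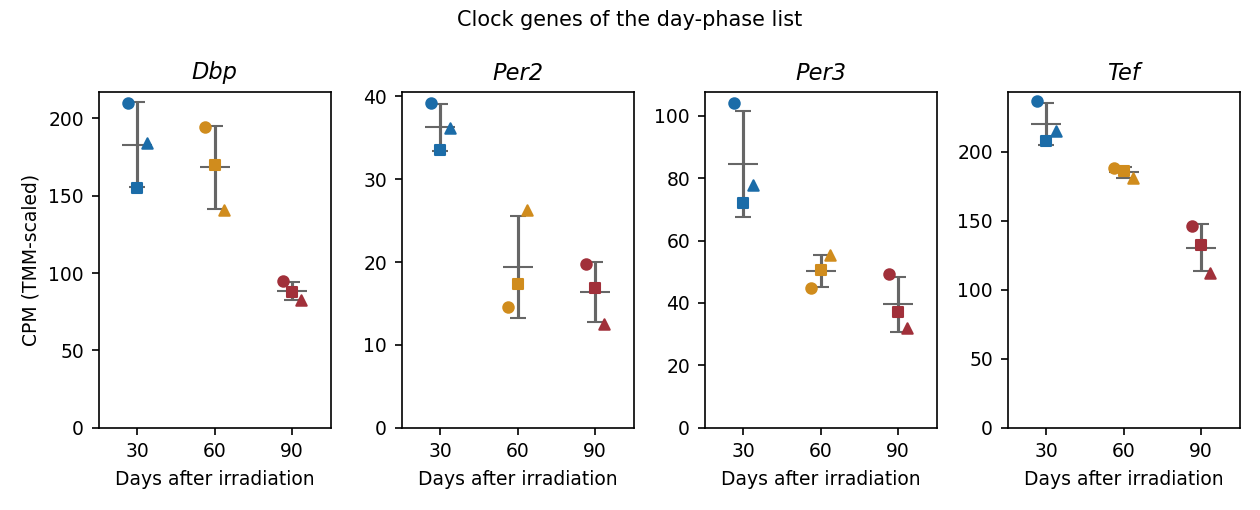
TMM-scaled CPM of Dbp, Per2, Per3 and Tef in each library (points, with the shape giving the sample number), with the mean and SD of 3 libraries at each time point. In each of the 4 genes every 90-day library lies under every 30-day library.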

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

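The immediate early list was written before its values were looked at, but after Ccn1 and Dusp1 had been seen. The ERK feedback list was written after Dusp5 and Dusp6 had been seen, and the clock, glucocorticoid and cAMP tests were chosen after the list of 39 genes had been seen. The test at equal depth was chosen after the result was seen, and the exact tests of the lists were added after the camera values had been seen.

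In 39 genes the change from 30 to 60 days differed from the change from 60 to 90 days, by edgeR's quasi-likelihood test of the difference with Benjamini-Hochberg adjustment. Of these, 31 were higher and 8 lower at 60 days than the mean of 30 and 90 days. In 38 the steps had opposite signs, which the way these genes were chosen favours. Ccn1, Dusp1, Dusp5, Tcim and Hs3st1 were among the higher genes and Dusp6 and Sox18 among the lower. When the 9 samples were parted into groups that each hold sample numbers 1, 2 and 3, and each group in turn was set against the mean of the others, 10 of 108 contrasts gave at least 39 genes, the actual contrast included. Of these 10, 3 came from the actual grouping, which gave 456 genes with the 30-day group set apart and 232 with the 90-day group set apart. Another 4 came from groupings that kept the 30-day samples together, and 3 came from groupings that kept the 90-day samples together. None of 192 contrasts drawn from groupings that put equal sample numbers together gave as many, the most being 32. All 10 contrasts thus come from groupings that hold a real time point intact. Groupings with the numbers apart that hold no time point intact gave at most 3 genes. But a group mixed from 60-day and 90-day libraries, set apart beside the intact 30-day group, gave 56 genes. This comparison therefore does not settle whether the count of 39 stands apart from regrouping. The tests of single genes, such as Ccn1 with an adjusted p of 8.40e-09, are separate from that count.

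Depth is not a sufficient technical explanation for Ccn1, since with all libraries drawn down to the smallest total it was still 2.23 higher at 60 days on the log2 scale. Handling of tissue that switches on immediate early genes would raise the whole class, but 14 of 29 other genes of this class were higher at 60 days with a camera p = 0.835 and an exact permutation p = 0.655 (one-sided, over the 84 ways to set 3 libraries apart, of which the smallest possible p is 0.0119). The mean log2 changes of day-phase and night-phase clock genes differed by 0.17 at 60 days, under the difference of 1 set for a different hour of harvest. A shift that runs steadily from 30 to 90 days cancels in this contrast, and the difference was -0.47 for 60 with 30 days and -0.81 for 90 with 60 days, so a different hour of harvest is not excluded. A cAMP response list gave camera p = 0.292 and exact permutation p = 0.321. A glucocorticoid list was higher at 60 days in 7 of 9 genes with camera p = 0.0235 and exact permutation p = 0.0357, with a median log2 change of 0.08, and the camera p was 0.166 with the correlation between genes estimated. A stress hormone response at harvest therefore remains possible, and the pattern cannot be told apart from it or from a different hour of harvest. The ERK feedback genes other than Dusp5 and Dusp6 were lower at 60 days in 8 of 8 cases, with a median log2 change of -0.50, camera p = 3.47e-06, or 0.00769 with the correlation between genes estimated, and exact permutation p = 0.0119. Dusp6 moved the same way, whereas Dusp5, which is on the same list, was 1.30 higher. A lower output of ERK signalling at 60 days is a candidate explanation for the fall of Dusp6, and it leaves the rise of Ccn1, Dusp1 and Dusp5 unexplained. This is a hypothesis found and tested on the same 9 libraries.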

How the results depend on the processing

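All contrasts kept some genes past the threshold under every alternative, and the separation of time points kept p under 0.05 under all 15 alternatives run for it, with a share from 0.348 to 0.467. The share of 0.467 came from the replicate block. Shares with the block or with a sample left out are not on the same scale as the main one. The counts of genes moved more, and the cause was not tested for any of them unless stated. For the contrasts of 60 with 30 days (238 genes), 90 with 60 days (39), 90 with 30 days (544), 60 days with the mean of the others (39) and any difference (501), DESeq2 gave 376, 150, 867, 148 and 847 genes. Without the filter on low counts the same contrasts gave 459, 354, 1045, 230 and 1194 genes. An absolute log2 fold change of at least 1 left 72, 14, 129, 8 and 132. The test limma-voom gave 152 genes for 60 with 30 days and 333 for any difference. On simulated data DESeq2 had the larger share of false calls, 8.95% against 5.49% for edgeR.

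With library-size scaling the counts were 90, 28, 440, 20 and 277. The median log2 change of all genes under this scaling was 0.17 for 90 with 60 days and 0.24 for 90 with 30 days, and 92.3% of the calls for 90 with 30 days were higher, against 50.6% under TMM. Relative to that median, Chrm3 and Aqp5 were still lower. Atp2a2 changed sign, from -0.20 to 0.0292 (edgeR adjusted p = 0.930, with a range of 0.169 to 0.930 over its alternatives), and neither value passed the threshold. Since the median of all genes stood at 0.24 under this scaling, Atp2a2 stayed lower than most genes, and its change of sign follows the scaling. TMM and DESeq2-type factors differed little, with 544 and 541 genes for 90 with 30 days, of which 536 were shared.

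Leaving out each of the 9 samples in turn gave 73 to 249 genes for 60 with 30 days, 16 to 101 for 90 with 60 days, 189 to 714 for 90 with 30 days, 13 to 81 for 60 days with the mean of the others, and 225 to 681 for any difference. Among single genes named in the report, 82 combinations of a gene and an omitted sample lost the call and 1 gained it, while 331 did not change side. Under the other alternatives 19 lost the call, 1 gained it, 1 reversed and 209 did not change side. Ccn1, 2900052L18Rik, Dusp6, Egf, Mup5, Kcns3, Cyp26b1, Kif5c, Kcne1, Dusp5, Dtna, Tcim, Sox18, Klk1b26, Amy1 and Tgfb2, and Dusp1 for 60 with 30 days, passed the threshold under all 14 alternatives.

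The count of 14 gene set pairs became 0 with the inter-gene correlation estimated per set (3 at an unadjusted p under 0.05) and 0 with fry (7 at an unadjusted p under 0.05). It was 13 to 20 when a sample was left out, and 16 with library-size scaling.

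A replicate block by sample number gave 270 genes for 60 with 30 days, 92 for 90 with 60 days, 717 for 90 with 30 days, 73 for 60 days with the mean of the others and 609 for any difference, and 15 gene set pairs. It shared 224, 39, 530, 39 and 479 genes with the fit without the block. Whether the numbers pair the samples is doubtful, since deviations from the group mean correlated at 0.036 on average between same-numbered samples (-0.060 to 0.191) and at -0.018 between others. Correction for GC content and transcript length, chosen after seeing the data, gave 703 genes for 90 with 30 days, and 1002 when combined with the replicate block. Drawing all libraries down to the smallest total, also chosen after seeing the data, gave 557.

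Depth limits the results for genes near the floor of 3 counts, such as Cd3e at 0.189 CPM at 30 days. On simulated data with 3 libraries per group, edgeR recovered 75% of genes changed by 1 on the log2 scale, so changes of this size are missed in part. The changed genes all had a mean above 1 CPM, so recovery for genes near the floor was not measured.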

Other observations

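The tests of granular duct genes, of blood, of the common fall of Chrm3 and Aqp5 and of their scaling were chosen or worded only after the values concerned had been seen, and the clock test for 90 with 30 days was chosen after the gene counts had been seen but before any clock gene had been looked at. The clock test and its threshold were written together with the tests for 60 days.

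The clock genes moved in opposite phases between 30 and 90 days. The mean log2 change of 8 day-phase genes less that of 5 night-phase genes was -1.28 for 90 with 30 days, past the difference of 1 set for the test, and -1.47 to -1.08 when any 1 sample was left out. It was -0.47 for 60 with 30 days and -0.81 for 90 with 60 days. Per library the difference in mean log2 CPM was 3.32 to 3.85 at 30 days, 2.94 to 3.21 at 60 days and 1.86 to 2.61 at 90 days, with no overlap between time points. A different hour of harvest is a candidate explanation. A change of the clock itself with time after irradiation or with age could give the same values, and the labels state neither the hour nor the age. The test covers these 8 and 5 genes, of which 4 passed the threshold. How many of the other genes that differ between 90 and 30 days follow the clock was not tested, so a different hour of harvest is not excluded as a cause of part of the 544. Other technical explanations of the 544 genes were tested. Correction for GC content and transcript length kept 527 of them, and in the fit with the replicate block it kept 703 of 717. Drawing all libraries down to the smallest total kept 508.

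The granular duct genes rose from 30 to 60 days in 16 of 16 cases under TMM. Reads shared within the Klk1b family would not raise genes outside it, and Egf, Ren1 and Crisp3 rose in 3 of 3 cases with a median of 2.14, a comparison made after these values had been seen. On the log2 scale Egf rose by 2.11 when libraries were scaled on the counts outside the 10 most abundant genes and by 2.13 at equal depth. Without 30-day sample 1, which had the lowest values, Egf still rose by 1.88. The changes of the 16 genes had an SD of 0.478, under the 0.5 set for a common factor, but 13 of them are Klk1b paralogs, whose values are not independent, and the others ranged from 1.78 to 3.38. The SD is therefore of little use as a test, and more granular duct tissue in the 60-day sections is not excluded. Recovery after irradiation, maturation of the ducts with age, and a different sampling of ducts in the sections may each contribute, and without non-irradiated glands of the same ages no test here separates them.

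The immune set rose from 60 to 90 days. The median of the edgeR log2 fold changes, which differs slightly from the median of log2 CPM differences given with the set test, was 0.55 with all libraries and 0.28 without 90-day sample 2, the lowest over the 3 omissions of a 90-day library, so the rise was weaker but still present without that sample. Of 10 T cell genes, 10 were higher at 90 days with a median of 1.48, with 0 past an adjusted p of 0.05 and 7 at an unadjusted p under 0.05. An interferon list written after Tgtp2 and Iigp1 had been seen was higher at 90 than at 30 days in 20 of 20 genes, with a median of 0.65 and 6 past the threshold, and at 90 than at 60 days in 19 of 20 genes, with a median of 0.61 and 2 past the threshold. Blood in the sections is a candidate explanation, since 90-day sample 2 had both the highest immune mean, 4.18 log2 CPM, and the highest haemoglobin mean, 4.35 log2 CPM. The 90-day sample 3 came next in both, with 3.46 and 3.37. But 90-day sample 1 had a haemoglobin mean of 2.76, under the 2.91 of 30-day sample 1, and yet an immune mean of 3.29, above all 30-day and 60-day libraries. The immune means of 30-day samples 2 and 3 came close to it, with 3.16 and 3.20. Lymph node tissue in the sections is another. The B follicle list had a median of 1.78, past the 1 set for this test, though only 3 of its 13 genes passed the filter, and in 90-day sample 3 the list mean of -1.14 was under the -0.896 of 30-day sample 3. Infiltration of the gland may also raise these genes. Blood and lymph node tissue are not excluded, and 90-day sample 1, a single library near the 30-day values, cannot decide against blood.

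Chrm3 and Aqp5 fell together from 30 to 90 days, with log2 changes that differed by 0.038. A smaller share of acinar RNA in the 90-day libraries would lower both by a common factor and is a candidate explanation. It was tested only on these genes, which were picked because both fell. The acinar set as a whole had 7 of 19 genes higher at 90 days with a median of -0.30 and did not pass (camera adjusted p = 0.103). From 60 to 90 days it was lower with a median of -0.15 (camera adjusted p = 0.00698), a call that held when any 1 sample was left out but not with fry or an estimated correlation. With library-size scaling that median was 0.02, where the median of all genes was 0.17. The set kept its call as lower (camera adjusted p = 0.000584). Amy1 went the other way, from 7.33 at 30 days to 14.1 CPM at 90 days, so the explanation is not excluded and the evidence for it is mixed. Trends with GC content and transcript length, as fitted, did not account for the fall of Chrm3. Its log2 change was -0.53 both before and after correction for them. Aqp5 moved from -0.57 to -0.65, so the 2 changes then lay further apart. The check covers only the trend that was fitted. After correction Chrm3 had an edgeR adjusted p of 0.00936, within a range of 0.00239 to 0.336 over its 14 alternatives without that correction. Under library-size scaling Chrm3 still fell, by -0.29, but without passing the threshold, while the median of all genes stood at 0.24.

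Other groupings of the samples were tried for each count of genes. For 60 with 30 days, 1 of the 4 splits of 6 samples that part equal sample numbers gave as many genes, namely the actual split, and the other splits gave at most 1 gene. For 90 with 60 days it was also 1 of 4, and for 90 with 30 days 1 of 4, where the other splits gave 0 genes. With 4 splits the share cannot fall under 0.05 whatever the data, so it cannot decide whether a fortunate grouping gave these counts. The other 6 splits, in which some equal numbers fall together, gave at most 2 genes in these contrasts. For any difference, 1 of 36 groupings with the numbers apart gave as many genes as the actual grouping. The next largest, with 195 genes, came from those that kept the 30-day samples together, and the rest gave at most 13. For gene sets, 21 of 36 groupings gave as many pairs, as did 23 of 64 drawn from groupings with equal numbers together, and the median of the groupings with the numbers apart was 14. The gene set counts are thus in line with regrouping by chance.

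The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in all 9 libraries, and Xist had between 3996 and 9239 counts. The labels give no sex. Xist counts without counts of these Y-linked genes are those of female tissue in all 9 libraries, which argues against a difference in sex between time points. No comparison rests on these values.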
